A study of Homo sapiens with 6 samples. Its data were reported in "Targeting FAPα-expressing hepatic stellate cells overcomes resistance to antiangiogenics in colorectal cancer liver metastasis models" (2022).

How the data were processed

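RNA sequencing was performed on LX-2 cells, an established human hepatic stellate cell line, after 24 h in medium conditioned by HCT116 cells, an established human colorectal carcinoma line. The medium came from HCT116 cells carrying an empty vector (Vector-CM, n = 3) or from HCT116 cells overexpressing FGFBP1, a secreted carrier of fibroblast growth factors (FGFBP1-CM, n = 3). Groups and replicate numbers were taken from the sample labels.

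The authors aligned paired-end reads with Hisat2 and counted them per gene with featureCounts, and they deposited the raw count of each gene in each library. FPKM values were deposited by the authors beside the counts, and the gene length they imply was the same in the 6 libraries for all 38002 genes where it could be computed. The methods do not state the genome build, the annotation release or whether counting used strand, and describe both poly(A) selection and ribosomal RNA removal. The table held 60780 rows, of which 60605 had an Ensembl identifier and 175 had an identifier of the authors' own. Coordinates are those of GENCODE release 29 (GRCh38) for the same Ensembl identifier, which was found for 96.3% of the identifiers, and they need not be those of the build used for counting. Without stated strandedness, reads of antisense and overlapping genes could have been assigned to either gene or discarded, and reads of near-identical copies could be split between them.

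Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, libraries were scaled by TMM, and the groups were compared with the quasi-likelihood F-test. P-values were adjusted over 16707 genes by the Benjamini-Hochberg method with a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of F. Levels are given as CPM, the count relative to the TMM-scaled library size from the cpm function of edgeR. Genes named from the whole table were the 5 with the highest and the 5 with the lowest log2 fold change among those past the threshold that had a symbol, a mean of at least 1 CPM and no overlap between groups. Lists of genes were tested with fry on voom values (limma 3.58.1), adjusted over the 9 lists. A gene of the study list is not reported here. The lists, the tests and the alternatives were fixed before the data were examined, except where stated. Gene Ontology (GO) terms of the deposited table with 10 to 500 tested genes were tested with a one-sided Fisher's exact test against the tested genes that carried a term, adjusted within each direction.

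Alternatives were RLE scaling, library size only, no filter beyond 1 count, a mean of at least 1 CPM, the Wald test of DESeq2 1.42.0, limma on log2(FPKM + 1) and on log2(FPKM + 0.1), the replicate number as a block, leaving out each library in turn, other thresholds, and camera with a correlation preset at 0.01 or estimated. A correction for GC content and transcript length, which removed the loess trend (span 0.3) of each library's log2 CPM, was added after the data were seen. Of the tested genes, 98.2% had both values. Lists of hepatocyte transcripts and NRF2 targets were also added then.

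The procedures were tested on simulated counts for the 16707 genes, with 200 genes changed 2-fold, in 11 draws. The edgeR test recovered 89.3% of the changed genes on average. The mean share of false calls was 6.92%, ranging from 3.19% to 10.1%, so it ran somewhat above the nominal level. With a simulated GC trend, 96.2% of calls were false without the correction and 6.50% with it. That trend was equal in each FGFBP1-CM library and far stronger than in the data (Spearman rho 0.819 on average, against -0.206). These shares therefore do not carry over to the data.

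Total counts ranged from 14003780 to 18508113 per library. A count of 0 allows up to 3 counts, which is 0.158 to 0.217 CPM. Such floors cover counting error only. With 3 libraries against 3, an exact permutation test of a single value cannot go below 0.1, so none was used, and no replicates were merged, since each pair of libraries differed by more than sampling noise.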

Results

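RNA sequencing of LX-2 hepatic stellate cells was used to ask how the tumor cell secretome changes stellate cell gene expression when the tumor cells overexpress FGFBP1. The groups were compared after 24 h in Vector-CM (n = 3) or FGFBP1-CM (n = 3). Total counts were 17996636, 14003780 and 15213361 in Vector-CM replicates 1 to 3, and 18508113, 15966985 and 16255768 in FGFBP1-CM replicates 1 to 3. The 10 most abundant genes took 5.05% to 5.94% of the counts of a library. The first principal component carried 52.8% of the variance and placed the 3 FGFBP1-CM libraries on one side, with FGFBP1-CM replicate 1 farthest out, at 27.6. FGFBP1-CM replicates 2 and 3, at 2.82 and 4.46, lay nearer to the Vector-CM libraries (-12.65 to -9.65) than to that library. The component thus does not reflect the medium alone.

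Of 16707 genes tested, 20 differed between FGFBP1-CM and Vector-CM at an adjusted p under 0.05 in the edgeR quasi-likelihood test, 9 higher and 11 lower in FGFBP1-CM. Of these, 6 changed by at least 2-fold. An unadjusted p under 0.05 was found for 3630 genes, against 835 expected by chance. A further 129 genes had an adjusted p between 0.05 and 0.06, so the number past the threshold is sensitive to small changes in the test. The alternative that moved it most among the adjusted tests was the absence of a filter on low counts, which gave 1382 genes. The groups did not overlap for 26.0% of tested genes, where chance gives 10%.

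**Figure D1:**
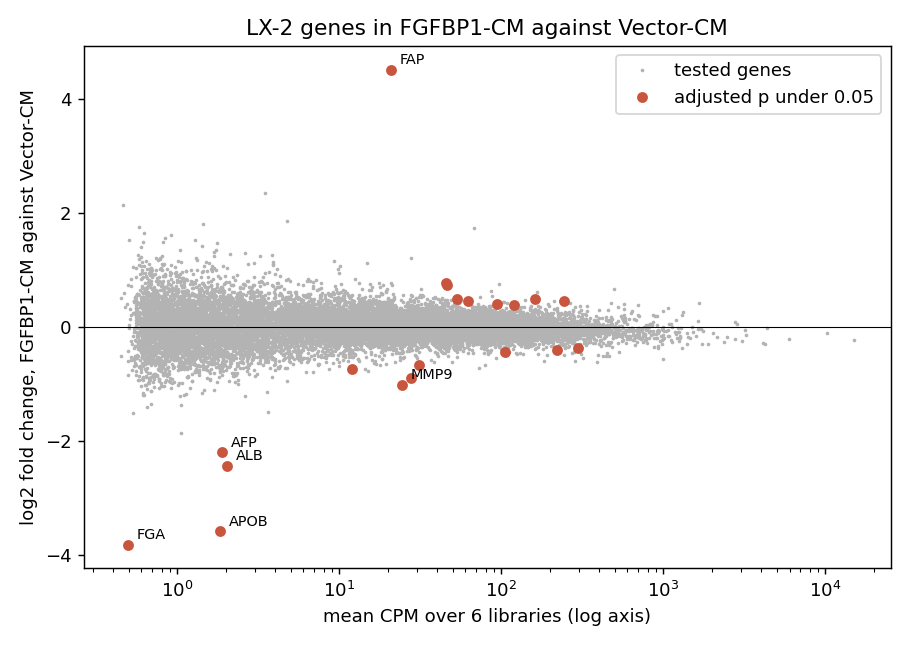
Log2 fold change in FGFBP1-CM against Vector-CM (vertical axis) and mean CPM over the 6 libraries (horizontal log axis) of each tested gene. Red points are the 20 genes with an adjusted p under 0.05, and FAP lies far above the others.

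The proposed pathway runs from FGFBP1 through FGF2, FGFR1, ERK signaling and EGR1 to FAP, which encodes fibroblast activation protein, and CXCL5. In LX-2 cells given such medium, the paper based it on phosphorylation of FGFR1 and ERK, protein levels, and EGR1 binding at the FAP promoter. For CXCL5 it measured RNA or secreted protein in LX-2 cells with FAP overexpressed or FGFR1 knocked down. RNA levels at 24 h do not measure phosphorylation, protein or secretion, so they do not test those steps. FAP (ENSG00000078098; chromosome 2, 162170684 to 162245151, minus strand, 31 exon blocks) was the gene with the largest increase. Its level was 1.75 ± 0.47 CPM (SD, n = 3) in Vector-CM and 39.6 ± 10.5 CPM (SD, n = 3) in FGFBP1-CM. The log2 fold change of FAP was 4.52 (SE 0.237; adjusted p = 7.98e-07, edgeR), with counts of 23, 24 and 33 against 884, 713 and 450. An antisense gene shares 638 bp of the FAP exons. In the alternatives FAP stayed past the threshold, and its log2 fold change was lowest at 2.41, in limma on log2(FPKM + 1).

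EGR1 was 15.3 ± 2.77 CPM in Vector-CM and 19.6 ± 5.01 CPM in FGFBP1-CM (SD, n = 3), and its log2 fold change of 0.36 (SE 0.171) did not pass the threshold (adjusted p = 0.241, edgeR). Without FGFBP1-CM replicate 1 it was 0.15, and without FGFBP1-CM replicate 3 it was 0.53 (adjusted p = 0.0653, edgeR). With no filter on low counts EGR1 passed, at an adjusted p of 0.0308. CXCL5 was 27.1 ± 1.48 CPM in Vector-CM and 23.5 ± 2.44 CPM in FGFBP1-CM (SD, n = 3), a log2 fold change of -0.21 (SE 0.0948; adjusted p = 0.223, edgeR). FGF2 and FGFR1 changed by -0.02 and -0.04 on the log2 scale, with adjusted p of 0.871 and 0.704 (edgeR). MAPK3 changed by -0.28 (adjusted p = 0.0736, edgeR), and passed in 3 of the 16 alternatives. FGFBP1 itself had 0 to 4 counts per library and was not tested. Of the secreted factors named by the study, IL1B changed by 0.40 (adjusted p = 0.104, edgeR), CSF2 by 0.20 and IL33 by -0.07, while IL18 and IL16 were below the filter. IL1B passed in 3 of the 16 alternatives, among them the fit without FGFBP1-CM replicate 3 (log2 fold change 0.53, adjusted p = 0.0294). Without FGFBP1-CM replicate 1, IL1B changed by 0.23 and CSF2 by -0.01. The IL1B levels of the groups overlapped. Of the 9 genes tested from both study lists, 3 passed when adjusted over the list alone (FAP and IL1B higher, MAPK3 lower), against 1 over all genes tested.

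**Figure D2:**
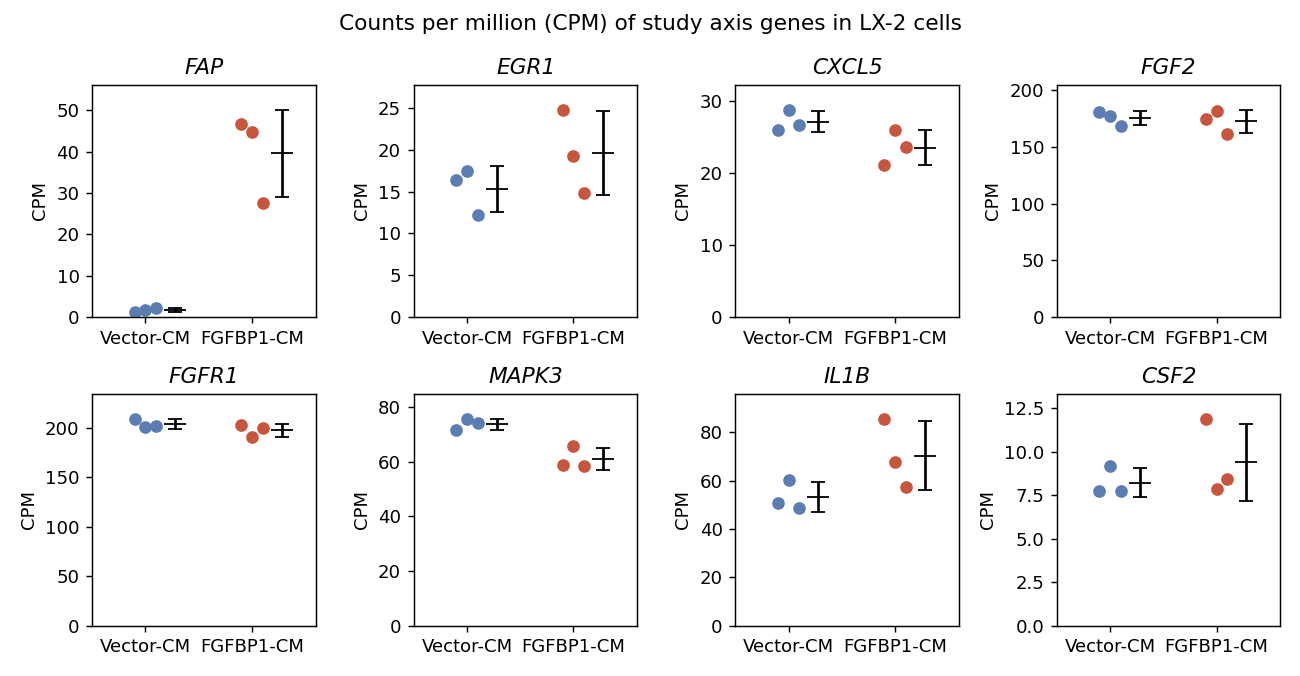
CPM (vertical axes, from 0) of 8 study genes in the 3 Vector-CM and 3 FGFBP1-CM libraries. Points are libraries and bars are the mean ± SD, and the groups lie apart most clearly for FAP.

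The study compared FGF and FGF receptor levels in LX-2 cells, so levels were set side by side within each family over the 6 libraries. FGF2 had the highest FPKM of its family, 25.6 ± 1.21 (SD, n = 6), followed by FGF5 at 22.6 ± 1.58 and FGF1 at 3.56 ± 0.448. FGFR1 had the highest FPKM of the receptors, 11.6 ± 0.408 (SD, n = 6), followed by FGFRL1 at 4.86 ± 0.514. Both ranks were the same by CPM.

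Among genes higher in FGFBP1-CM, the named genes after FAP were SLC7A11 (chromosome 4), APC (chromosome 5), and RLF and ASPM (chromosome 1), with log2 fold changes of 0.77, 0.74, 0.50 and 0.49 and adjusted p of 0.0436, 0.0249, 0.0494 and 0.0494 (edgeR). After GC and length correction none of these genes passed, with adjusted p of 0.0632, 0.0583, 0.0632 and 0.0632 (edgeR). All of them passed when the replicate block was added to that correction. SLC7A11, APC and RLF also lost their call without any one Vector-CM library, and ASPM without Vector-CM replicate 2 or 3. All of them passed without any one FGFBP1-CM library. SLC7A11 and APC have exons that overlap an annotated neighbor by 865 and 230 bp. Among genes lower in FGFBP1-CM, APOB (chromosome 2), ALB and AFP (chromosome 4) and MMP9 (chromosome 20) changed by -3.59, -2.44, -2.19 and -1.01, with adjusted p of 0.00034, 0.00869, 0.0217 and 0.00195 (edgeR). APOB and MMP9 also have exons that overlap a neighbor, by 169 and 430 bp. APOB, ALB and AFP rest on few reads, with at most 65 counts in a library. RPL14P1 (chromosome 12) changed by -0.90 (adjusted p = 0.0149, edgeR). It is a processed pseudogene whose reads can be shared with RPL14, and its value is uncertain.

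Of the 9 gene lists, 2 passed the threshold in fry. All 19 tested stellate activation genes were lower in FGFBP1-CM, with a median log2 fold change of -0.35 (adjusted p = 0.0239, fry). Among them, TIMP1 passed on its own. The list as a whole lost its call in 4 of the 6 fits that each left out 1 library. In the hypoxia list 14 of 17 genes were lower, with a median of -0.16 (adjusted p = 0.00217, fry). The list of ERK targets did not pass, with 14 of 22 genes higher and a median of 0.06 (adjusted p = 0.342, fry). The chemokine and cytokine list had a median of -0.13 (adjusted p = 0.28, fry). The medians of the lists for amino acid response, cholesterol synthesis, interferon response, cell cycle and tumor epithelium were 0.18, -0.32, -0.12, -0.06 and -0.42, with adjusted p of 0.28, 0.14, 0.342, 0.342 and 0.274 (fry). All 20 cholesterol synthesis genes were lower, and the tumor epithelial list had only 5 tested genes.

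**Figure D3:**
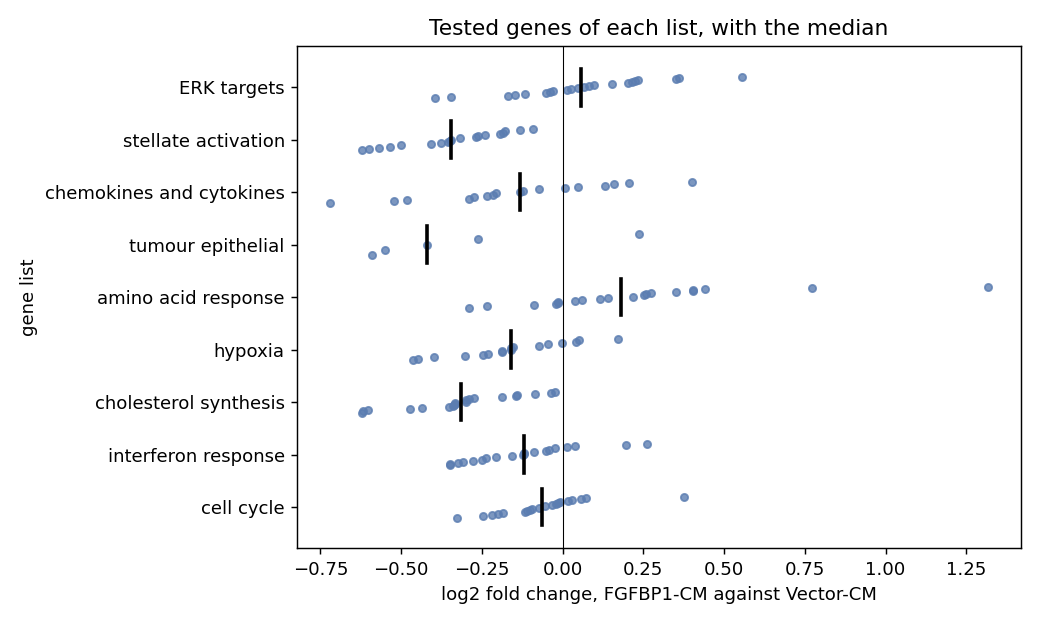
Log2 fold change in FGFBP1-CM against Vector-CM (horizontal axis) of the tested genes in each of the 9 lists (vertical axis). Points are genes and black bars are medians, and the 19 stellate activation genes all lie below 0.

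No GO term of 3420 was enriched among the genes higher in FGFBP1-CM, where 134 terms had an unadjusted p under 0.05, and 6 were enriched among the genes lower. The lowest adjusted p was 2.13e-05, for cellular protein metabolic process, and rested on 5 genes (AFP, ALB, APOB, FGA and TIMP1) of the 10 that carried a term (one-sided Fisher's exact test). With genes at an unadjusted p under 0.05 in place of these, 169 terms were enriched among the genes lower, led by collagen-containing extracellular matrix (86 of 217 genes), and 19 among the genes higher, led by ribosome biogenesis (37 of 98 genes).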

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

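The number of differential genes depended strongly on the processing. Against 20 genes (9 higher, 11 lower), RLE scaling gave 38 (24 higher), a mean of at least 1 CPM gave 11 (4 higher, 7 lower), DESeq2 gave 580 (314 higher, 266 lower), and limma on log2(FPKM + 1) and on log2(FPKM + 0.1) each gave 1 higher and 0 lower, with 3072 and 3100 genes at an unadjusted p under 0.05. Without a filter 1382 genes passed (833 higher, 549 lower). There the prior degrees of freedom of edgeR were infinite, against 9.32, so that gene-specific spread was ignored. The GC and length correction, chosen after seeing the data, gave 10 (2 higher), 9 of them among the 20. For the other changes the cause was not tested. An unadjusted p under 0.05 gave 3630 genes (1850 higher, 1780 lower), the same with over 1.2-fold change gave 2194 (1225 higher, 969 lower), and adding a 2-fold minimum to the adjusted p gave 6 (1 higher, 5 lower).

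Across the 6 fits that each left out 1 library, the number ranged from 4 to 883 genes (1 to 409 higher, 3 to 474 lower). It fell to between 4 and 6 without any one Vector-CM library, and rose to 72, 883 and 402 without FGFBP1-CM replicates 1, 2 and 3, each of which held all 20 genes. FAP was past the threshold in each of the 16 alternative fits.

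Same-numbered libraries did not clearly deviate together (correlations of -0.154, -0.0142 and 0.176 across 15033 genes). So few correlations cannot exclude that the replicate numbers pair the samples, and whether they do is not known. With the replicate block, 90 genes passed (51 higher, 39 lower), and with GC and length correction and the replicate block 93 (40 higher, 53 lower). The adjusted p with the replicate block was 0.0794 for both the stellate activation and the hypoxia list.

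The stellate activation list had an adjusted p of 0.119 under camera with an estimated correlation, and from 0.000264 to 0.105 across the fits that left out 1 library. It did not pass without any one Vector-CM library or without FGFBP1-CM replicate 1. The hypoxia list had 0.0711 under camera with an estimated correlation and passed in the 6 fits that left out 1 library. Camera with a preset correlation of 0.01 called 5 further lists: chemokines and cytokines (0.0455), amino acid response (0.00457), cholesterol synthesis (2.73e-11), interferon response (0.00457) and cell cycle (0.0455). With all 6 libraries, none of these passed under fry or with an estimated correlation. Under fry, the cholesterol synthesis list ranged from 0.0346 to 0.349 across the fits that left out 1 library, and passed without FGFBP1-CM replicate 2. The cause was not tested.

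EGR1 passed only with no filter on low counts (log2 fold change 0.37, adjusted p 0.0308; range over the alternatives 0.0308 to 0.666), and CXCL5 in none of them (0.11 to 0.53). IL1B passed with no filter on low counts (adjusted p 9.02e-05), under DESeq2 (0.0426) and without FGFBP1-CM replicate 3 (0.0294; range over the alternatives 9.02e-05 to 0.318), and its log2 fold change ranged from 0.2337 without FGFBP1-CM replicate 1 to 0.5272 without FGFBP1-CM replicate 3. MAPK3 passed with no filter on low counts (adjusted p 0.0367), under DESeq2 (0.0378) and without FGFBP1-CM replicate 2 (0.0287; range over the alternatives 0.0287 to 0.261). The sign of FGF2 and of CSF2 changed in some fits. The log2 fold change of FGF2 was 0.0101 with library size only, 0.00885 in limma on log2(FPKM + 1) and 0.00913 in limma on log2(FPKM + 0.1), and ranged from -0.0609 to 0.0226 across the fits that left out 1 library. Across the same fits CSF2 ranged from -0.00672 to 0.318, and was lowest without FGFBP1-CM replicate 1. Over the single genes, 112 other values became weaker and 19 stronger, while 290 did not change their call. DESeq2 gave no adjusted p for 5 of the single genes (APOB, ALB, AFP, FGA and TF), which are left out of these counts. Calls at an unadjusted p under 0.05 gave 19 GO terms among genes higher and 169 among genes lower, and camera over GO terms gave 43 and 120.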

Other observations

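Tests of whether 1 library decides the FAP change, of RNA from HCT116 cells, of the FAP-overexpressing line, of library size and of NRF2 targets were chosen or revised only after the results were seen. Of the 10 splits of the 6 libraries into 3 and 3, 1 (the real one) gave as many differential genes, 1 gave as many gene lists and 1 gave as many GO terms. The 10 splits cannot give a share under 0.1.

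FAP was higher in each FGFBP1-CM library (46.6, 44.8 and 27.5 CPM) while CXCL5, EGR1 and the ERK target list did not pass. Its smallest log2 fold change with 1 library left out was 4.32, and it was 4.47 after GC and length correction, which argues against a single library or that bias as the cause. The paralog DPP4 had 50 counts over the 6 libraries, far fewer than the 1967 that FAP gained. RNA carried over from HCT116 cells was tested with 20 colorectal epithelial transcripts, and their summed level changed by -0.435 CPM, while FAP gained 37.9 CPM. Libraries of an LX-2 line made to overexpress FAP would be expected to carry more CXCL5, which the study places downstream of FAP, but CXCL5 changed by -0.21. The CXCL5 test assumes that the link holds in that line. The study reports CSF2, IL18, IL33, IL1B and IL16 as raised there too. Here IL1B changed by 0.40, CSF2 by 0.20 and IL33 by -0.07, while IL18 and IL16 were below the filter. None passed in the main fit over all genes, though IL1B passed over the study lists alone. These factors went both ways, so the case against that line rests on CXCL5. With the other explanations argued against, an effect of FGFBP1-CM on FAP, as the design names, is the leading hypothesis from these libraries. The paper reports separate evidence for such an effect from blots of LX-2 cells. FAP protein rose with medium of FGFBP1-overexpressing HCT116 cells, and less so when FGF2, FGFR1, ERK or EGR1 was blocked or knocked down. For the libraries here, the FAP-overexpressing line is not excluded, for instance if the link to CXCL5 does not hold there. FAP transcription without a matching change of CXCL5 RNA at 24 h was not followed at other times.

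Hepatocyte transcripts were lower in FGFBP1-CM. APOB, ALB, AFP and FGA passed the threshold and TF did not (adjusted p = 0.0557, edgeR). FGA, at or under 3 counts in each FGFBP1-CM library, was at least 5.28-fold lower. The median log2 fold change of these 5 was -2.44, or -2.40 with FGA at its bound, and -2.48 after GC and length correction. Library totals differed by at most 1.32-fold. As lists these 5 transcripts had an adjusted p of 0.00198 and the 20 others 0.137 (fry, 5 of the 20 tested), but the first were picked from these libraries. RNA of hepatocyte-like cells in the Vector-CM libraries was considered with 20 other hepatocyte transcripts. Of the 12 with at least 10 counts, 9 were lower, with a median log2 ratio of -0.68, or -0.51 with the 4 genes at or under 3 counts in each FGFBP1-CM library set at their bound (p = 0.146, exact two-sided binomial test), which did not decide. Some values go with such RNA. AMBP had a log2 ratio of -2.03. FGB, FGG and HP had 16, 22 and 12 counts in the Vector-CM libraries together, against 3, 4 and 2 in the FGFBP1-CM libraries. SERPINA1 exceeded its FGFBP1-CM level by 8.96 CPM, more than the 2.82 CPM of ALB. Other values go against it. SERPINA1 was the only 1 of the 20 with an excess of at least 25% of that of ALB in CPM, and the median excess of the 20 was 3% of that of ALB. By FPKM, which allows for transcript length, 4 of the 20 (SERPINA1, VTN, RBP4 and AMBP) reached 25%, and the median was 4.98%. HPX, SERPINC1 and A1BG were not lower, and APOA1, APOA2, TTR and AHSG had 5, 3, 3 and 2 counts in the Vector-CM libraries together, against 157 of ALB. These counts and shares were singled out after they were seen. They make RNA with the full set of abundant hepatocyte transcripts less likely as the source, but cells that carry part of the set are not excluded. RNA of hepatocyte-like cells and a change within LX-2 cells cannot be told apart here, because the members of the list go both ways on few counts and no table gives their levels in such cells.

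More genes had an unadjusted p under 0.05 than chance gives, 3630 against 835. Log2 fold change ran with GC content across genes (Spearman rho = -0.206, where genes are not independent replicates). The correction removed this trend (rho = 0.012), after which 3578 genes, not necessarily the same ones, had an unadjusted p under 0.05. Without FGFBP1-CM replicate 1 there were 2503. Neither GC content and length nor that library is therefore likely to be the whole cause. An effect of the conditioned medium, as the design names, stays open as an untested explanation of the rest.

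The stellate activation list was lower although FAP, often used as a marker of activated fibroblasts, was higher. Its median was -0.35 before and -0.30 after GC and length correction, so that bias is unlikely to be its main cause. As the list lost its call in 4 of the 6 fits that left out 1 library, this is a hypothesis at most.

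HMOX1 had a log2 fold change of 1.74 (adjusted p = 0.0557, edgeR), chosen after its values were seen, and 1.06 without FGFBP1-CM replicate 1, where it passed (adjusted p = 0.000484; range over the alternatives 1.16e-90 to 0.242). SLC7A11 was higher as well, but it also belongs to the amino acid response list. An NRF2 response is a candidate explanation. Of 19 other tested NRF2 targets 13 were higher, with a median of 0.12. At an unadjusted p under 0.05 (edgeR), 7 of them were higher and 1 lower. The list did not pass the fry test of limma across all genes, with an adjusted p of 0.137 over the 3 lists added after the data were seen. A response and its absence cannot be told apart with this list, whose members leaned higher but went both ways and did not pass together.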
